A study of Mus musculus with 8 samples. Its data were reported in "HIRA directly targets the enhancers of selected cardiac transcription factors during in vitro differentiation of mouse embryonic stem cells" (2018).

How the data were processed

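H3.3-HA ChIP-seq was done in WT and Hira-null mESCs at day 0 and at day 15 of differentiation towards cardiomyocytes. The series has 8 samples: 1 ChIP library and 1 input DNA library for each of 4 conditions, with groups taken from the sample labels. Chromatin was digested with micrococcal nuclease and precipitated with an antibody against the HA tag. According to the submitters' processing notes and the paper's methods, paired-end reads were aligned to mm9 with Bowtie, duplicates were removed with Samtools, and peaks were called with MACS 1.4.2 at its default threshold. One deposited peak list per condition was used, with a chromosome, start, end and score for each peak. The score is that of the authors' peak caller, a scaled negative log10 of the peak p-value, and the lowest score was 50 in each list. Peaks were ranked by score only within a list, because scores grow with sequencing depth. Where a score of at least 100 was required, the same cut was used across lists, so those counts also carry depth. The input libraries have no file of their own used here, the control for each list was not checked, and read depth per library is unknown.

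Coordinates were used as given, on mm9 (NCBIM37), and every peak ended inside its chromosome. Genes came from GENCODE mouse M1, with 22367 protein-coding genes on chromosomes 1 to 19, X and Y. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. A WT peak was called HIRA-dependent when no Hira-null peak of the same day overlapped it by at least 1 bp. The name describes the comparison of lists and not a cause. The overlap code was checked against bedtools 2.31.1, with 0 of 27272 and 0 of 22730 WT peaks counted differently. Shares carry exact Clopper-Pearson intervals of 95%, which cover counting error over peaks only. The chance level came from 1000 random placements of the other list within each chromosome over sequence without gaps. No p-values were computed, since each condition has 1 library.

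Peaks were assigned by midpoint to 7 classes in the order promoter (3 kb upstream of a TSS), downstream (3 kb past a gene end), 5' UTR, 3' UTR, coding exon, intron and distal intergenic. Genome shares of the classes were measured at points every 200 bp. A gene was counted for a peak that touched its window, from 10 kb upstream of the TSS to 200 bp past the gene end. Domains were formed by joining peaks of a list up to 12 kb apart, and windows of 1 Mb were compared by covered length. There were 10 fixed gene lists: cardiac transcription factors, sarcomere and contraction, smooth muscle, pluripotency, neural, endoderm, endothelium and blood, fibroblast and matrix, HIRA and other H3.3 chaperones, and housekeeping. Tfcp2l1 of the pluripotency list and Sox1 and Map2 of the neural list were not found under these names in the annotation and were left out. Each count of list genes was placed among 10000 random lists matched on gene length in 20 strata, with ties counted at their middle, so the 100th percentile means at or above nearly every random list. Random lists were not matched on expression. Values of some single list members are not reported here.

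The named items were set by a rule. For each day, it took the 5 highest-scoring WT peaks without a Hira-null peak, the 5 highest-scoring WT peaks with one and the 5 highest-scoring Hira-null peaks without a WT peak. It also took the 5 domains of each list with the most peaks, the 5 windows of 1 Mb with the largest difference in each direction, the members of the fixed lists with Gata6, Meis1 and Tbx2 first, and the 10 genes with the most HIRA-dependent peaks per kb among genes with at least 5. The comparisons, gene lists, this rule and most alternatives were set before the data were examined. Exceptions are the alternatives for changes between days, for single genes and for list genes with a Hira-null peak, the runs without chromosomes 8 and 11, random lists matched also on lying on those chromosomes, the genes whose names start with Zfp and the list of imprinted genes, all chosen after the data were seen. For windows and domains with many genes, the genes printed were picked by eye from those inside.

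The pipeline was tested on simulated data. Planted overlaps of 10%, 30% and 70% came back as 10.0%, 30.0% and 70.0%, simulated chance overlap was 1.00 times the calculated one, and 4.65% of random gene lists reached the 95th percentile. Alternatives were an overlap of at least 50% of the peak, the other list widened by 1 kb, a score of at least 100 in both lists or in the tested list, lists held to an equal number of 7332 peaks, chromosomes 1 to 19, peaks set to 1 kb around the midpoint, peaks less than 1 kb apart merged, random placement with 1 offset per chromosome, windows of 10 kb, stitching at 5 and 25 kb, class by any overlap, a promoter of 1 kb and the gene body without flanks. Holding lists to 7332 peaks left the Hira-null day 15 list whole. The lowest scores kept were 103 in WT day 0, 149 in Hira-null day 0 and 126 in WT day 15. Values with lists of equal length therefore also carry these unlike cuts. Expression data, other histone marks and transcription factor maps were not analysed here.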

Results

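H3.3 is a variant of histone H3 that is placed in chromatin outside DNA replication, and HIRA is the chaperone that delivers it to many active genes. HA-tagged H3.3 was mapped by native chromatin immunoprecipitation and sequencing (H3.3-HA ChIP-seq) in wild type (WT) mouse embryonic stem cells (mESCs) and in mESCs that lack HIRA (Hira-null). Both genotypes were sampled undifferentiated, at day 0, and after differentiation towards cardiomyocytes, at day 15. The 4 conditions had 1 ChIP library and 1 input library each, so there are no replicates, and differences between conditions are described without a test. The WT list held 22730 peaks over 28.5 Mb at day 0 and 27272 peaks over 31.4 Mb at day 15. The Hira-null list held 17706 peaks over 33.2 Mb at day 0 and 7332 peaks over 7.40 Mb at day 15. From day 0 to day 15, median peak width went from 1045 bp to 952 bp in WT and from 1514 bp to 775 bp in Hira-null cells. Read depth per library was not analysed here, so the number of peaks also carries any difference in depth between libraries.

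The comparison of WT with Hira-null cells at day 15 asks where H3.3 in differentiated cells needs HIRA. Meis1, a TALE homeobox gene required for normal heart development, lay under 36 WT day 15 peaks and under 0 Hira-null peaks of either day (gene at chromosome 11, 18780433 to 18918961, mm9). By number of peaks, Meis1 ranked 18 among the 8308 genes with a WT day 15 peak. That rank is not corrected for gene length, and the Meis1 window spans 149 kb, with 0.242 peaks per kb. Its strongest peak, at 18921595 to 18924557, had its midpoint 4.12 kb upstream of the transcription start site (TSS). Gata6, a zinc finger factor of heart and endoderm, had 4 WT day 15 peaks and 0 peaks in the other 3 lists. Of these, 3 lay in an intron and 1, at chromosome 18, 11046118 to 11046821, lay with its nearest edge 5.69 kb upstream of the TSS. Tbx2, a T-box repressor of the outflow tract and atrioventricular canal, had 4 WT day 15 peaks and 0 peaks in the other 3 lists, including a promoter peak at chromosome 11, 85644112 to 85644977, whose nearest edge was 1.08 kb from the TSS. With a score of at least 100, Meis1 kept 20 HIRA-dependent peaks, Tbx2 3 and Gata6 0, since the Gata6 peaks scored from 50.8 to 91.6. With the 4 lists held to equal length, the counts were 17, 2 and 0. The study described peaks at these genes from the same libraries, so the counts are not independent of its own. It also reported H3.3 ChIP with quantitative PCR at a locus of each gene, and lower expression of each in Hira-null cells. Neither was analysed here. Meis1 and Tbx2 lie on chromosome 11, where WT day 15 peaks were 5.68 times as dense as on the other autosomes.

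**Figure D1:**
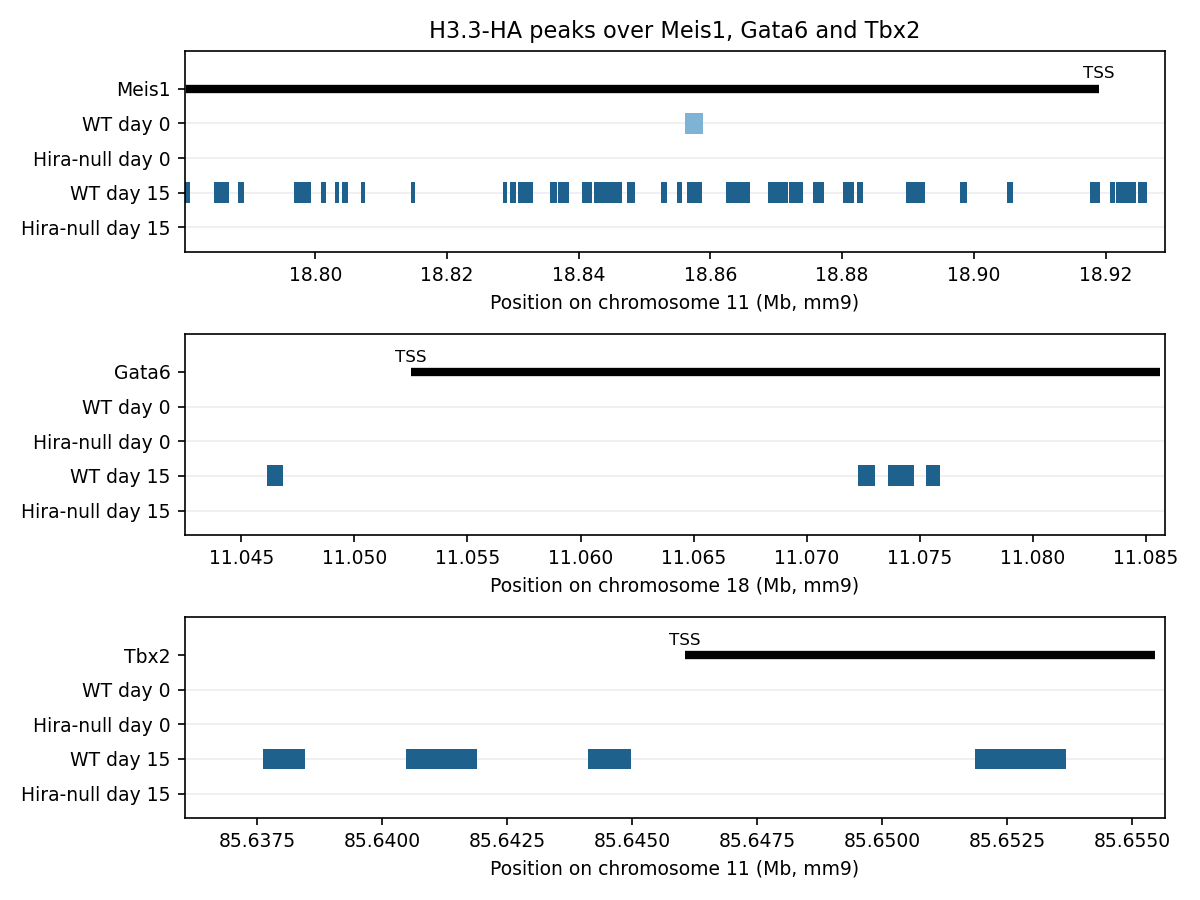
Position of H3.3-HA peaks (boxes) of the 4 conditions over Meis1, Gata6 and Tbx2, in Mb of mm9, drawn from 10 kb upstream of the TSS to 200 bp past the gene end. Meis1 carries 36 WT day 15 peaks and 1 WT day 0 peak, Gata6 and Tbx2 carry 4 WT day 15 peaks each, and the Hira-null rows are empty.

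Across the cardiac transcription factors, 13 of 27 genes had a WT day 15 peak and 5 had a Hira-null day 15 peak. These counts were at percentiles 74.9 and 64.7 of random gene lists of matched length. Peaks were found in WT but not in Hira-null cells at 10 genes, among them Hand2, a bHLH factor of the right ventricle, Tbx20, Mef2c and Tead1 (26 peaks). Gata4 had 7 WT and 6 Hira-null peaks, Myocd, the coactivator of smooth and cardiac muscle genes, had 8 and 1, and Tbx5 had 0 and 2. Smyd1 had 1 WT and 1 Hira-null peak, and Zfpm2 had 0 and 1. The remaining 12 genes, which include Nkx2-5, Isl1 and Hand1, had no peak in either genotype at day 15. HIRA-dependent peaks, meaning WT peaks without an overlapping Hira-null peak, lay at 13 of the 27 genes, at percentile 81.4 of random gene lists of matched length. These are the same 13 genes that had a WT day 15 peak. The percentile therefore goes with the WT count and does not measure dependence on HIRA. The same limit holds for the HIRA-dependent percentiles of the other fixed lists, at both days. On the list, 5 genes lie on chromosomes 8 and 11, Hand2 and Myocd among them, and the count was 9 when both chromosomes were left out. The count fell to 8 with a score of at least 100, and to 6 when the 4 lists were made equal in length. Gata6, Hand2 and Mef2c had 0 HIRA-dependent peaks left in either case, Myocd had 2 and 0, Gata4 had 2 and 1 and Tead1 had 9 and 6. Of the Hira-null peaks at Gata4, 1 was left with a score of at least 100.

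Among sarcomere and contraction genes, 10 of 23 had a WT day 15 peak and 5 had a Hira-null one (percentiles 63.3 and 75.7). Atp2a2, the calcium pump of the sarcoplasmic reticulum, had 5 WT peaks, Pln, its regulator, had 1, and the atrial light chains Myl4 and Myl7 had 5 and 1, all with 0 Hira-null peaks at day 15. Myl4 and Myl7 lie on chromosome 11. Tpm1, which encodes a tropomyosin, had 7 WT and 8 Hira-null peaks, and Ryr2, the cardiac calcium release channel, had 5 and 4. HIRA-dependent peaks lay at 9 genes of this list (percentile 53.1), and Myh6, Myh7, Tnnt2 and Actc1 had no peak in either genotype at day 15. With a score of at least 100, or with lists of equal length, 4 genes were left, with 0 HIRA-dependent peaks at Pln and Myl7.

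Smooth muscle and matrix genes carried Hira-null day 15 peaks more often than most random lists. Smooth muscle genes had a WT day 15 peak at 6 of 10 genes and a Hira-null one at 5, the latter at percentile 98.9 of random lists. Acta2, smooth muscle actin, had 1 WT and 3 Hira-null peaks, Tagln, an actin-binding marker, had 0 and 2, and Cnn1 had 0 and 1. Other smooth muscle genes had more WT peaks, with Cald1 at 8 and 5, Mylk at 3 and 1, Smtn and Lmod1 at 2 and 0 and Myh11 at 1 and 0. Of the fibroblast and matrix genes, 7 of 14 had a WT day 15 peak and 8 had a Hira-null one, against a mean of 1.82 genes in random lists. Col3a1, a fibrillar collagen, had 1 WT and 7 Hira-null peaks, fibronectin (Fn1) 2 and 5, Col1a1 1 and 3, and vimentin (Vim) 1 and 3. HIRA-dependent peaks lay at 6 genes in each of these lists at day 15 (percentiles 87.3 and 63.4), and at 3 and 0 with lists of equal length. With a score of at least 100, Hira-null day 15 peaks lay at 4 smooth muscle and 4 matrix genes (percentiles 99.5 and 99.1), with 4 peaks at Col3a1, 4 at Fn1, 3 at Vim and 0 at Col1a1.

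The remaining fixed lists at day 15 were as follows. HIRA-dependent peaks lay at 4 of 12 endoderm genes (percentile 55.9). They lay at 5 of 14 endothelial and blood genes (percentile 22.2), 5 of 18 neural genes (percentile 24.5) and 4 of 19 pluripotency genes (percentile 14.2). Among HIRA and other H3.3 chaperones, counted with the H3.3 genes H3f3a and H3f3b, 7 of 10 had a HIRA-dependent peak (percentile 95.6) and 4 had a Hira-null day 15 peak (percentile 96.7). The 7 include Hira itself, the gene altered in the Hira-null line. Housekeeping genes had HIRA-dependent peaks at 10 of 15 genes (percentile 99.8) and Hira-null peaks at 9 (the 100th percentile), among them Actb, Eef1a1 and Ppia. WT day 15 peaks of any kind lay at 13 housekeeping genes (percentile 99.995), so the HIRA-dependent percentile goes with a high WT count. With the gene body only, 6 housekeeping genes had a HIRA-dependent peak. Of the 14 Hira-null day 15 peaks in housekeeping gene windows, 9 lay downstream of a gene. With lists of equal length, the endoderm, endothelial and blood, neural, pluripotency and chaperone counts each came to 1.

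**Figure D2:**
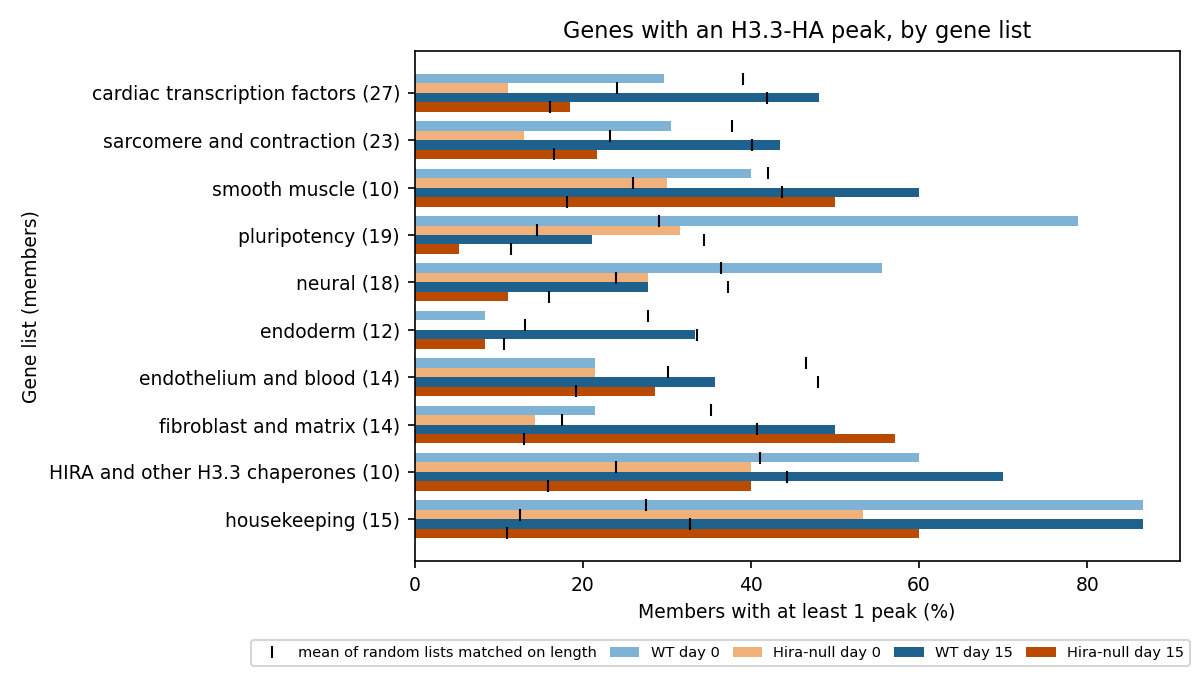
Genes of each of the 10 fixed lists with at least 1 H3.3-HA peak in the gene window, per condition, in percent of the genes found. Pluripotency genes are at 78.9% in WT day 0 and 21.1% in WT day 15, and fibroblast and matrix genes at 50% in WT day 15 and 57.1% in Hira-null day 15.

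Over the genome, 25070 of the 27272 WT day 15 peaks were HIRA-dependent, or 91.9% (95% exact interval 91.6 to 92.2). The 2202 shared peaks were 12.2 times the 181 that random placement gave (range 130 to 235 over 1000 placements). Among 10 kb windows that hold a peak of any list, the ratio to chance was 0.864, on the other side of 1. Windows without any peak are left out there, which raises the expected count, so this ratio cannot decide whether sharing exceeds chance. The same limit holds for each 10 kb window ratio below. The intervals cover counting error only. Of the 10% of WT day 15 peaks with the highest scores, 77.3% were HIRA-dependent (75.7 to 78.9), and of the 10% with the lowest scores 95.6%. In the reverse direction, 5074 Hira-null day 15 peaks, or 69.2% (68.1 to 70.3), had no WT peak. With lists of equal length the shares in the 2 directions were 85.4% and 83.4%. Lists of the same size that share peaks mostly 1 to 1 must give close shares. The closeness therefore says nothing about the genotypes, and the same holds for this pair at day 0. HIRA-dependent peaks lay in the windows of 7915 of 22367 protein-coding genes, and these windows held 20157 (80.4%) of them. The number of genes was 4597 with a score of at least 100 and 3304 with lists of equal length.

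Introns and promoters held a larger share of the WT day 15 peaks, and distal intergenic sequence a larger share of the Hira-null ones. In WT, 50.1% of peaks lay in introns, 13.9% in promoters and 23.3% in distal intergenic sequence. In Hira-null cells 28.2% lay in introns, 5.76% in promoters and 47.7% in distal intergenic sequence. Relative to the genome, distal intergenic sequence still held fewer Hira-null day 15 peaks than its share, at 0.825 times, and promoters more, at 1.68 times. The WT day 15 values were 0.402 and 4.06 times. In Hira-null day 0 cells they were 1.23 and 0.663 times. Sequence downstream of genes held 9.71% of WT peaks and 15.1% of Hira-null peaks, which is 2.95 and 4.57 times its share of the genome. Peaks within 1 kb of a TSS were found at 2816 genes in WT and at 206 in Hira-null cells, and peaks within 1 kb of a gene end at 2445 and 831. WT promoter and intron peaks were HIRA-dependent in 95.1% and 95.3% of cases, downstream peaks in 79.2%. With a promoter of 1 kb the promoter shares were 6.21% and 1.70%.

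**Figure D3:**
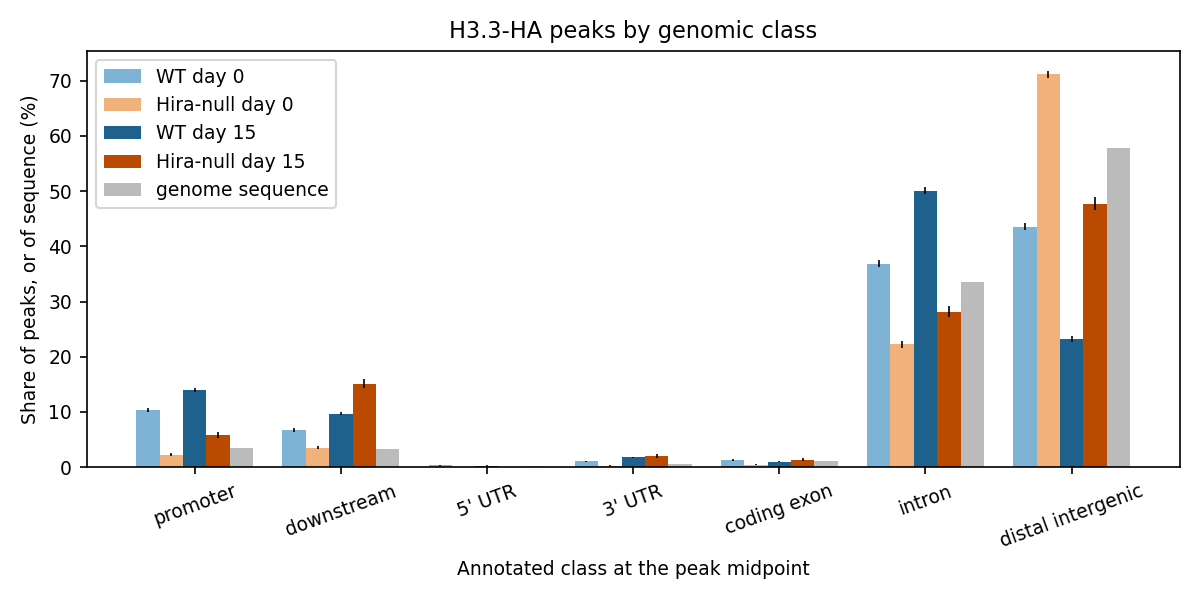
Share of H3.3-HA peaks in each of 7 classes of sequence, by peak midpoint and in percent, for the 4 conditions and the genome. Intron peaks are 50.1% in WT day 15 and 28.2% in Hira-null day 15, and distal intergenic peaks 71.2% in Hira-null day 0 against 57.9% of the genome.

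**Figure D4:**
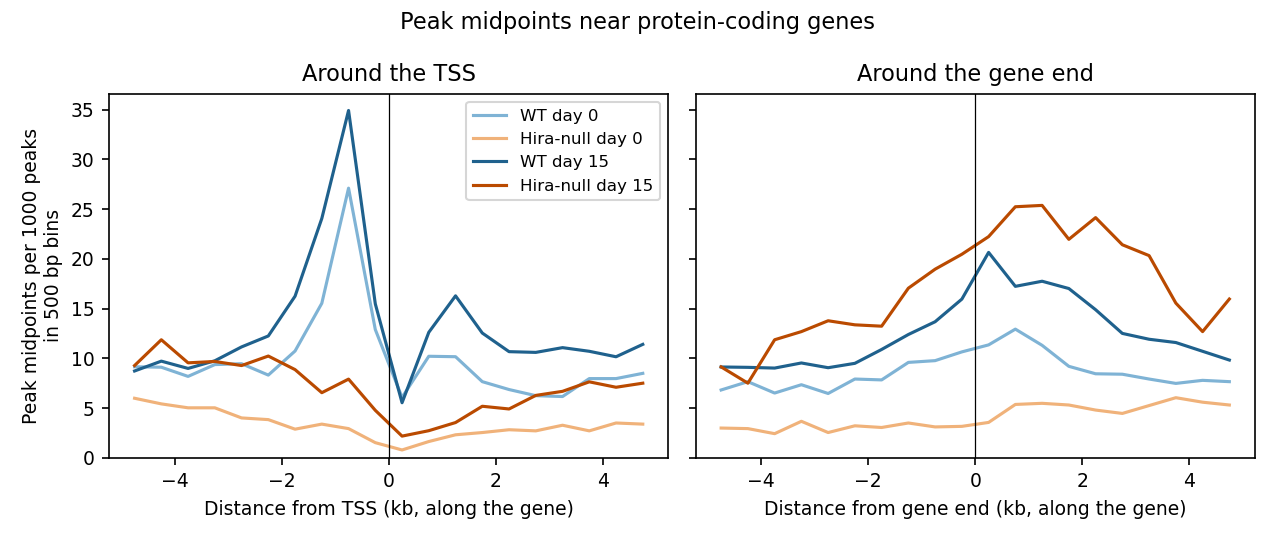
H3.3-HA peak midpoints per 1000 peaks of a list in bins of 500 bp, by distance from the TSS and from the gene end. WT day 15 reaches 34.9 in the bin from 1000 to 500 bp upstream of the TSS, where Hira-null day 15 has 7.91.

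The strongest HIRA-dependent day 15 peaks lay at the ends of Mtif2 and the ribosomal protein gene Rps27a (chromosome 11, score 1525), at Mat2a, which encodes a methionine adenosyltransferase, at 4921524J17Rik, at Mtus1 and at Nufip2. The strongest WT peaks that had a Hira-null peak lay at D5Ertd579e, Hnrnph1, Ppia, Ccng1 and near Apba2. In Hira-null cells the strongest peak without a WT peak covered the end of Igf2, an imprinted growth factor gene (chromosome 7, 149833173 to 149841412), followed by peaks in Lonrf2, near Wac, in Syt1 and near Tmem207. The WT domain with the most peaks spanned Usp34 and Xpo1, with 79 WT and 5 Hira-null day 15 peaks over 238 kb. Cltc (73 peaks), Ankrd11 (58), Mapt (55) and Tnks (51) followed, and these 5 domains all lie on chromosomes 8 and 11. WT had 1030 domains of at least 5 peaks, of which 62.5% held no Hira-null peak, and Hira-null cells had 123. The largest Hira-null domains lay near Atg7 (21 Hira-null and 6 WT peaks), over Fubp1 and Nexn (17 and 10), over Phf10 and its neighbours (16 and 13), near Hrh1 (16 and 9) and near Igf2r (13 and 1).

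By 1 Mb windows at day 15, the 5 with the largest WT excess lay on chromosomes 8 and 11. They hold Cltc and Med13, Nufip2 and Taok1, Ddx5 and Bptf, Cdh1 and Nfat5, and Lasp1 and Mllt6. The first had 323 kb covered in WT and 14.0 kb in Hira-null cells. The 5 windows with the largest Hira-null excess hold Atg7 and Hrh1 (125 kb against 31.5 kb in WT), the imprinted genes Peg3 and Zim1, Igf2r and its neighbours, and a pair of windows on chromosome 4 with Rex2 and Zfp600. Of the 10 genes with the most HIRA-dependent peaks per kb, 8 lie on chromosome 11, namely 9330160F10Rik, Krt19, Nt5c, Tmem101, 2310047M10Rik, Tmem107, Eno3, which encodes the muscle enolase, and Pfn1, profilin. Fam60a and 2810008M24Rik made up the rest. The windows of 9330160F10Rik, 2310047M10Rik and Tmem107 overlap, as do those of Eno3 and Pfn1, so a peak can count for several genes. For short genes the window is mostly the 10 kb upstream, so the ranking is not a count of separate loci.

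The comparison at day 0 asks the same of undifferentiated cells. Pluripotency genes stood out: 15 of 19 had a WT day 0 peak and a HIRA-dependent one (the 100th percentile of random lists), and 6 had a Hira-null peak (percentile 97.4). Tet1, a 5-methylcytosine dioxygenase, had 24 WT and 2 Hira-null peaks, the nuclear receptor gene Esrrb 11 and 4, Zfp42 (Rex1) 8 and 2, Dppa2 6 and 0, Pou5f1 (Oct4) 4 and 0 and Nanog 3 and 2. H3f3b, which encodes H3.3 itself, had 6 WT and 0 Hira-null peaks at day 0. H3f3b lies on chromosome 11 and Zfp42 on chromosome 8, where WT day 0 peaks were denser than on the other autosomes. Housekeeping genes had HIRA-dependent day 0 peaks at 13 of 15 genes (the 100th percentile), and neural genes at 9 of 18 (percentile 95.9), Ncam1 among them. WT day 0 peaks of any kind also lay at 13 housekeeping genes. With the gene body only, 8 housekeeping genes had a HIRA-dependent day 0 peak.

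HIRA-dependent day 0 peaks lay at 8 of 27 cardiac transcription factors (percentile 31.1), 6 of 23 sarcomere genes (percentile 23.3), 4 of 10 smooth muscle genes (percentile 60.0) and 6 of 10 chaperone genes (percentile 93.6). They lay at 1 of 12 endoderm genes (percentile 9.60), 3 of 14 endothelial and blood genes (percentile 6.94) and 2 of 14 fibroblast and matrix genes (percentile 8.26). Among cardiac factors, Tead1 had 5 WT day 0 peaks, Smyd1, a muscle histone methyltransferase, 5, and Meis1 1. With lists of equal length 4 cardiac factors were left, with 2 smooth muscle, 3 chaperone, 1 endothelial, 1 matrix and 0 endoderm genes.

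Of 22730 WT day 0 peaks, 16522 were HIRA-dependent, or 72.7% (72.1 to 73.3). The 6208 shared peaks were 12.5 times the random median of 498 (428 to 582), and the ratio in 10 kb windows was 0.918. Hira-null day 0 peaks without a WT peak numbered 11899, or 67.2% (66.5 to 67.9), and with lists of equal length the shares were 77.3% and 78.2%. Of the 10% of WT day 0 peaks with the highest scores, 62.6% were HIRA-dependent (60.6 to 64.6), and of the 10% with the lowest scores 77.0%. HIRA-dependent peaks lay in the windows of 6591 genes, a number that was 3093 with a score of at least 100 and 3030 with lists of equal length. Promoter peaks were HIRA-dependent in 92.6% of cases and distal intergenic peaks in 57.1%. Distal intergenic sequence held 43.6% of WT and 71.2% of Hira-null day 0 peaks, introns 36.9% and 22.3%, and promoters 10.3% and 2.28%. With a promoter of 1 kb the promoter shares were 5.05% and 0.570%.

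At day 0 the strongest HIRA-dependent peaks lay in Akap9, near Apba2 and at Gm13242, Gm13247 and Gm13251 on chromosome 4. Strong WT peaks that had a Hira-null peak lay at Gm13151, Cenpo, Gm13139, Gnb2l1 and the translation factor gene Eif4a2. Hira-null peaks without a WT peak were strongest near Ctsc, in Pros1, in A830018L16Rik, at Dtwd2 and near Vmn1r238. The largest WT domains covered Ncor1, a corepressor gene (45 WT and 3 Hira-null peaks), Mapt (43 and 0), Cobl (32 and 5), Chd9 (31 and 2) and Rbpj, the Notch effector (30 and 11). All of these but the Rbpj domain lie on chromosomes 8 and 11. Hira-null domains were smaller, the largest being near Aldh1l2 (24 peaks), near Trim24 (21), over Gm12588 (14), over Vmn2r-ps100 (14) and over Bcas2 (10). At 12 kb stitching, WT had 524 domains of at least 5 peaks and Hira-null cells 128. The counts were 264 and 49 at 5 kb stitching, and 826 and 332 at 25 kb.

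The 5 windows of 1 Mb with the largest WT excess at day 0 were all on chromosome 11, around Lasp1, Igf2bp1, Taok1, Ncor1 and Cltc. Those with the largest Hira-null excess held Zfp934 and Zfp935 on chromosome 13 (122 kb covered in Hira-null and 38.5 kb in WT cells), Asap2 and Zfp125, a group of predicted genes on the X chromosome that includes Gm2863, the Gbp cluster with Gbp4, and Aldh1l2 with Txnrd1. Per kb, HIRA-dependent day 0 peaks were densest at Gm10337, Gm5176, the replication-dependent histone genes Hist1h2bj, Hist1h2ab and Hist1h3b, Id1, an inhibitor of bHLH factors, Zfp640, H3f3b, Ube2s and Taok1. The windows of Hist1h2ab and Hist1h3b overlap, so a peak can count for both. Taok1, on chromosome 11, had 28 WT day 0 peaks and 27 WT day 15 peaks, with 0 in Hira-null cells.

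The difference between the days asks whether dependence on HIRA changes with differentiation. The HIRA-dependent share was 19.2 percentage points higher at day 15 than at day 0. It was 8.07 points higher when each list was held to its 7332 strongest peaks. That setting left the Hira-null day 15 list whole and cut the others, so the smaller gap may come from the cut itself. WT had 1.28 times as many peaks as Hira-null cells at day 0 and 3.72 times as many at day 15, or 1.13 and 2.74 times without chromosomes 8 and 11. At day 0 the order turned with a score of at least 100, with 7788 WT and 10507 Hira-null peaks, while day 15 had 10892 and 3302. Scores grow with depth, so this cut does not correct for depth. Covered length in WT was 0.858 of that in Hira-null cells at day 0 and 4.24 times it at day 15.

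Within a genotype, the lists from day 0 and day 15 show how H3.3 peaks differed before and after differentiation. In WT, cardiac factors with a peak numbered 8 at day 0 and 13 at day 15. Meis1 had 1 peak at day 0 and 36 at day 15, Tead1 5 and 26, Gata4 0 and 7 and Myocd 1 and 8, while Smyd1 had 5 and 1, Tbx3 2 and 0 and Foxh1 1 and 0. Pluripotency genes with a peak numbered 15 at day 0 and 4 at day 15, with Tet1 at 24 and 1, Esrrb at 11 and 0 and Dppa2 at 6 and 0. In Hira-null cells, pluripotency genes with a peak numbered 6 and 1, cardiac factors 3 and 5, and fibroblast and matrix genes 2 and 8. These were, for a score of at least 100, 5 and 0, 0 and 3, and 2 and 4, and with lists of equal length 5 and 1, 0 and 5, and 2 and 8. Of WT day 0 peaks, 25.7% (25.2 to 26.3) had a WT day 15 peak, 6.79 times the random level. Of Hira-null day 0 peaks, 9.25% (8.82 to 9.68) had a Hira-null day 15 peak, 10.8 times the random level. In 10 kb windows that hold a peak of any list, these ratios were 0.757 and 0.835. With at least 50% of the peak covered, the Hira-null share was 5.75%. After merging, 58306 regions remained, of which 19833 (34.0%) were held by WT day 15 alone, 11111 by WT day 0 alone and 296 by all 4 lists.

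By chromosome, WT peaks lay more often on chromosomes 8 and 11 than Hira-null peaks did, at both days. The pair held 9117 (33.4%) of the WT day 15 peaks and 4539 of the 22730 WT day 0 peaks, but 9.57% and 9.26% of Hira-null peaks at those days. Against the other autosomes, peak density on chromosome 8 was 3.26 times as high in WT at day 15 and 1.58 times at day 0, and on chromosome 11 it was 5.68 and 2.90 times. The corresponding Hira-null ratios were 0.753 and 0.874 on chromosome 8 and 1.16 and 1.01 on chromosome 11. HIRA-dependent day 15 peaks were on this pair in 8762 cases, or 35.0%. Without it, the WT list had 18191 peaks over 20.9 Mb at day 0 and 18155 over 18.6 Mb at day 15, the HIRA-dependent share was 89.8% at day 15 and 70.2% at day 0, and 6084 and 5378 genes had a HIRA-dependent peak. The X chromosome held 24 WT and 99 Hira-null peaks at day 15, and 157 and 615 at day 0. Held to the 7332 strongest peaks, WT lists had 0.327% of peaks on the X at day 0 and 0.0273% at day 15.

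**Figure D5:**
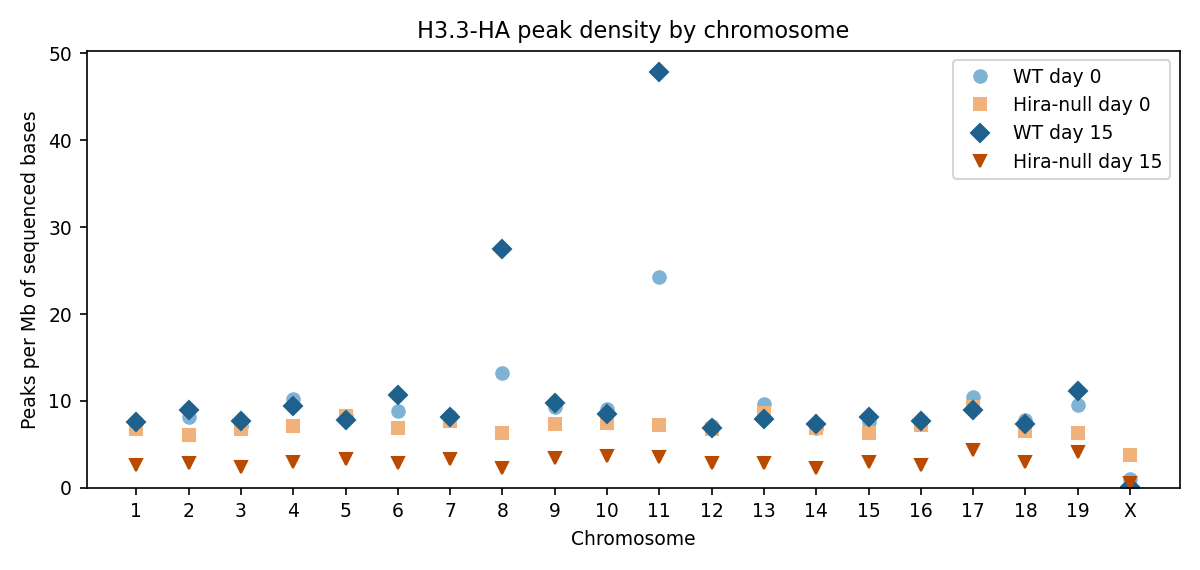
H3.3-HA peaks per Mb of each autosome and the X chromosome for the 4 conditions. WT day 15 stands at 47.9 peaks per Mb on chromosome 11 and 27.5 on chromosome 8, while Hira-null day 15 stands at 3.51 and 2.28.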

Values the study reported

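For day 15 cells, the study gave 14680 HIRA-dependent H3.3 peaks, counted in windows that run from upstream of the start to just past the end of 4703 annotated genes. In WT cells it placed 53.3% of H3.3 peaks in introns, 23.4% in distal intergenic sequence and 9.2% in promoters. In Hira-null cells the shares it gave were 29% for introns, 42.2% for distal intergenic sequence and 3% for promoters. It described a HIRA-dependent peak 1.1 kb from the TSS of Tbx2 and another about 5.5 kb from the TSS of Gata6.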

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

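The tests of gene density, of a few dense loci and of a shallower copy, and the alternatives to the changes between days, were chosen after the result was seen. From day 0 to day 15 the number of peaks rose by 4542 in WT, from 22730 to 27272, and fell by 10374 in Hira-null cells, from 17706 to 7332. Covered length rose by 2.95 Mb in WT and fell by 25.8 Mb in Hira-null cells. The share of peaks on chromosome 8 rose by 5.29 percentage points in WT and fell by 0.530 in Hira-null cells. These values stand out because the genotypes moved in opposite directions over all peaks, and the difference was not tested, since each condition has 1 library. Without chromosomes 8 and 11, WT went from 18191 to 18155 peaks and from 20.9 to 18.6 Mb, so the rise in WT was gone and both genotypes fell. With an equal number of peaks per list, the chromosome 8 share in Hira-null cells was 3.89% at both days, so its fall was gone too. Under that setting covered length changed by 0.582 Mb in WT and by -12.1 Mb in Hira-null cells. Both changes were smaller but kept their sign.

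WT peaks were dense on chromosomes 8 and 11, which bears on the counts at genes there. Among them are Meis1, Tbx2, Myocd, Myl4, Myl7, Smtn, H3f3b, Zfp42 and Taok1. Gene density is argued against, since at least 33.5% of TSSs on each of these chromosomes lay within 1 kb of a WT day 15 peak, against at most 12.1% on any other autosome. A few dense loci are also argued against, since 1 of 25 bins of 10 Mb, or 4%, was at or below the mean of the other autosomes, namely the bin with Hand2, at 0.529 of it. A gain of whole chromosomes in the WT line was looked at by feature class. The WT day 15 ratio was at least 3.27 in every one of the 7 feature classes, while the Hira-null day 15 ratio was 0.827 in distal intergenic sequence. The whole-chromosome ratios had been seen before this test and largely fix its outcome, so it cannot tell a gain from the other causes left open below. At day 0 the lowest WT ratio was 1.75, in promoters. Whether a gain of fixed size could give both days' ratios was not tested, since peak counts also depend on read depth, which is unknown. Extra copies, a mismatched control and a trait of the line all stay open, because the input counts were not used here, and genotype and cell line cannot be separated.

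The high HIRA-dependent share at day 15 could come from a Hira-null list that is a shallower copy of the WT one. Against this, 30.8% of Hira-null day 15 peaks had a WT day 15 peak, fewer than the majority such a copy needs. That only weak WT peaks lack a Hira-null peak is argued against by the 10% of peaks with the highest scores, of which 77.3% were HIRA-dependent. With lists of equal length the gap between days shrank from 19.2 to 8.07 points. The lowest scores kept were then 103 in WT day 0, 149 in Hira-null day 0, 126 in WT day 15 and 50 in Hira-null day 15. Because these cuts differ, the smaller gap cannot tell an effect of depth from the cut itself. A difference in depth stays open as part of the cause, since read depth is unknown, and so does the biological difference, loss of HIRA.

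Distal intergenic sequence held 47.7% of Hira-null day 15 peaks and 23.3% of WT ones. That all of these Hira-null peaks are calls at random positions is argued against. Of 2795 without a WT day 15 peak, 784, or 28.1%, had a Hira-null day 0 peak, while random placements gave at most 2.79%. For those without a day 0 peak the test cannot decide. Of all Hira-null day 15 peaks without a WT peak, 55.1% were distal intergenic. This is 0.952 times the genome share, which random calls could also give. Whether the distal intergenic Hira-null peaks mark H3.3 laid down by other chaperones, or repeats that attract reads in both Hira-null libraries, stays open and was not tested.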

How the results depend on the processing

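Runs without chromosomes 8 and 11, random lists matched on them and all alternatives to changes between days, to single genes and to list genes with a Hira-null peak were chosen after seeing the data; the others were not. No paired analysis was possible because each condition has 1 library, and read depth limits the number of peaks called. The difference in HIRA-dependent share between days kept its sign under every alternative run. In each group below the shares are HIRA-dependent WT day 15 and day 0, Hira-null without WT day 15 and day 0, then day 0 peaks kept at day 15 in WT and Hira-null cells. With at least 50% of the peak covered they were 93.8, 73.8, 72.8, 82.2, 21.0 and 5.75%. With the other list widened by 1 kb they were 90.0, 70.8, 63.7, 63.9, 30.3 and 10.3%. With a score of at least 100 in both lists they were 91.6, 73.9, 72.3, 81.3, 22.9 and 6.57%, and with that score in the tested list only 87.4, 67.6, 60.2, 55.9, 33.5 and 10.8%. With an equal number of peaks they were 85.4, 77.3, 83.4, 78.2, 19.4 and 11.3%. With peaks of 1 kb they were 92.5, 75.6, 71.4, 69.5, 23.9 and 8.82%. Without chromosomes 8 and 11 the first 5 were 89.8, 70.2, 72.1, 68.5 and 19.8%. The difference between days was 17.6 points with a score of at least 100 in both lists, 8.07 with an equal number and 16.9 with peaks of 1 kb. The cause of these shifts was not tested, apart from what the settings themselves fix, such as fewer peaks.

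A score of at least 100 left 7788, 10507, 10892 and 3302 peaks in WT day 0, Hira-null day 0, WT day 15 and Hira-null day 15, and 13.4, 17.5 and 4.68 Mb in WT day 0, WT day 15 and Hira-null day 15. Without chromosomes 8 and 11, WT day 15 had 18155 peaks over 18.6 Mb, and the WT change from day 0 reversed to -36 peaks and -2.31 Mb. With an equal number of peaks, covered length changed by 0.582 Mb in WT and -12.1 Mb in Hira-null cells. The Hira-null change in chromosome 8 share was -0.0439 points with a score of at least 100 and 0 with an equal number. The cause was not tested. Shared windows over chance reversed when counted in 10 kb windows that hold a peak of any list: 0.864 for the genotypes at day 15, 0.918 at day 0, 0.757 for the days in WT and 0.835 in Hira-null cells. Windows without any peak are left out by construction there, which raises the expected count. Domains of at least 5 peaks numbered 264, 49 and 654 with 5 kb stitching in WT day 0, Hira-null day 0 and WT day 15, and 826 and 332 with 25 kb in WT and Hira-null day 0. With an equal number of peaks, chromosome 11 held 15.1% and 28.4% of WT day 0 and day 15 peaks, chromosome 8 7.94% and 15.2%, and the X 0.327% and 0.0273%, while chromosome 8 held 3.89% in Hira-null day 0.

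In the order WT day 0, Hira-null day 0, WT day 15 and Hira-null day 15, class by any overlap gave 12.6, 3.52, 16.0 and 7.27% in promoters, 29.5, 19.2, 41.5 and 23.4% in introns and 42.3, 69.7, 22.3 and 46.2% in distal intergenic sequence. A promoter of 1 kb gave 5.05, 0.570, 6.21 and 1.70% in promoters and 46.6, 72.2, 26.9 and 49.5% in distal intergenic sequence, with introns at 38.3, 52.5 and 29.2% outside Hira-null day 0. Without chromosomes 8 and 11, introns held 34.9% and 49.0% and distal intergenic sequence 46.0% and 24.5% of WT day 0 and day 15 peaks.

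Genes with a HIRA-dependent peak numbered 4597 at day 15 and 3093 at day 0 with a score of at least 100, and 3304 and 3030 with an equal number of peaks. At day 15, a score of at least 100 left 8 cardiac factors, 4 sarcomere, 1 pluripotency, 2 neural, 1 endoderm, 1 endothelial, 2 matrix and 3 chaperone genes, and an equal number of peaks left 6, 4, 1, 1, 1, 1, 0 and 1 of these and 3 smooth muscle genes. At day 0, either setting left 4 cardiac factors, 2 smooth muscle, 0 endoderm, 1 matrix and 3 chaperone genes, and an equal number left 1 endothelial gene. The gene body alone left 3 matrix and 6 housekeeping genes at day 15 and 1 and 8 at day 0, and without chromosomes 8 and 11 there were 0 endoderm genes at day 0. With a score of at least 100, Hira-null day 15 peaks lay at 3 cardiac, 3 sarcomere, 0 pluripotency, 1 neural, 0 endoderm, 1 endothelial and 4 matrix genes. Hira-null day 0 peaks lay at 0 cardiac, 1 sarcomere, 1 smooth muscle, 2 neural, 2 chaperone and 5 housekeeping genes with that score, and with an equal number at 0, 1, 0, 2, 1 and 4 of these and 1 endothelial gene. Matching random lists also on chromosome left all 20 percentiles within 1.5 times, which says little for high values, since percentiles end at 100. At day 15 it took cardiac factors from 81.4 to 75.3, chaperone genes from 95.6 to 93.5 and endoderm genes from 55.9 to 63.8. The 4 ratios of shared peaks to chance are for the genotypes at day 15 and day 0, then the days in WT and Hira-null cells. The 1 offset per chromosome placement took them from 12.2, 12.5, 6.79 and 10.8 to 12.8, 12.8, 7.24 and 11.8. With chromosomes 1 to 19, the HIRA-dependent share was 92.0% at day 15 and 73.1% at day 0, and their difference 18.9 points.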

Other observations

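The Zfp and imprinted gene lists were chosen after the data were seen, and the test on imprinted genes was set before its result. Imprinted loci, where 1 parental copy is silent, stood out among Hira-null day 15 peaks at Igf2, Peg3 and Igf2r. Igf2 had 5 Hira-null and 0 WT day 15 peaks, Igf2r, its clearance receptor, 12 and 5, and Peg3 10 and 4. Outside the windows that drew attention, Kcnq1 had 10 Hira-null and 6 WT day 15 peaks, Mest 4 and 1, Dlk1, a Notch ligand homologue, 3 and 1, and Gnas 3 and 1. Of the 44 genes outside those windows, 14 had more Hira-null than WT day 15 peaks and 15 had fewer. Of these 15, 5 lie on chromosomes 8 and 11, such as Gab1 at 0 and 27 and Commd1 at 0 and 15, and 10 lie elsewhere, such as Ppp1r9a at 1 and 7 and Sgce at 3 and 8. Imprinted genes as a group may carry more Hira-null day 15 peaks: 21 of the 44 genes outside those windows had one, against 6.51 in random lists of matched length (the 100th percentile), and 23 had a WT day 15 peak against 18.1. Some of these genes overlap, such as Mest with Copg2 and Nnat with Blcap, so a peak can count for both genes. Random lists were not matched on this, so the count of genes is not a count of separate loci. The fixed housekeeping and matrix lists reached the same percentile in Hira-null day 15 cells, so high expression stays open as a shared cause and was not tested.

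Genes whose names start with Zfp, most of which encode zinc finger proteins, had a peak in 25.3% of cases in Hira-null day 0 cells and 21.3% in Hira-null day 15 cells, against 16.6% and 13.2% in random lists of matched length. In WT cells the shares were 41.2% at day 0 and 38.0% at day 15, against 32.8% and 38.3%. Median GC content of peaks was 45.0% in WT day 0, 44.7% in Hira-null day 0, 42.6% in WT day 15 and 42.1% in Hira-null day 15, and the genome stood at 41.8%. Hira itself, on chromosome 16, had 2 peaks in each Hira-null list, 3 in WT day 15 and 0 in WT day 0. These positions were not compared with the deleted part of the gene.

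HIRA-dependent day 15 peaks lay in the windows of 7915 genes here. That is higher than the number of genes quoted from the study above, and the 20157 such peaks in these windows are also more than the quoted number of peaks. Whether the study counted this same list, or filtered it further, is not known. Genes were assigned with another tool here, and the gene set behind the quoted number is not known. A score of at least 100 gave 4597, below it, so the direction depends on the filter. The study's methods describe the default threshold of the peak caller, as in the lists used here, and not this cut. The promoter share of WT day 15 peaks was 13.9%. That is higher than the value quoted from the study above. In Hira-null day 15 cells the promoter share was 5.76%. This too is higher than the quoted value. Both directions depend on the promoter definition, since a promoter of 1 kb gave 6.21% and 1.70%, each below the quoted share.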
